A study of Mus musculus with 6 samples. Its data were reported in "HuD Binds to and Regulates Circular RNAs Derived From Neuronal Development- and Synaptic Plasticity-Associated Genes" (2020).

How the data were processed

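RNA from the striatum of 3 HuD KO (Elavl4-/-) mice and 3 WT littermates was measured, with 1 array per mouse and 1 colour per array. HuD is an RNA-binding protein encoded by Elavl4, and a circRNA is an RNA closed into a ring when a pre-mRNA is spliced back onto an upstream site. Per the labels, total RNA was treated with RNase R, an enzyme that digests linear RNA, and the remaining RNA was amplified, labelled with Cy3 by random priming and hybridized to a mouse circRNA array. Each array held 14236 circRNA probes with 1 spot each, beside control probes. The spots were read with Agilent Feature Extraction 11.0.1.1.

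The deposited array files give the intensity of each spot, corrected by the scanner software for background within the array and not normalized between arrays. They also give the uncorrected median intensity and flags for spots that are well above background, saturated or outliers. The authors also deposited a table of circRNAs lower and a table of circRNAs higher in HuD KO, with a p-value and FDR, an unlogged fold change, raw intensities and normalized log2 intensities. Per the file headers, the p-value came from an unpaired t-test, and circRNAs were listed at a fold change of 2 and p of 0.05. The normalization behind the deposited log2 values is not stated. All 14928 deposited raw values equalled the uncorrected median intensity of the spot. The deposited p-values matched a Student test with equal variances on the deposited log2 values to a relative difference of at most 2.57e-05. Sample columns of the deposited tables that belong to other samples numbered 0.

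The main values were the log2 of the corrected intensity minus the 75th percentile of that quantity over the circRNA probes of the array. Spots flagged as outliers were left out, which removed between 3 and 95 circRNA spots per array. The analysis plan, fixed earlier, named all probes that are not controls. The files leave 940 further spots untyped whose names mark them as controls or catalogue probes, so the percentile was taken over the circRNA probes alone. This choice was made after the files were seen, and the wording of the plan was run as an alternative, which gave 3749 higher and 4832 lower calls. A probe was kept when it was well above background on all 3 arrays of at least 1 group, which left 13458 probes. Of these, 13 were left out because too few unflagged values remained, so 13445 were tested. No probe was saturated on any array. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with HuD KO against WT and no covariate, and p-values were adjusted by the Benjamini-Hochberg method. Calls were made at an adjusted p under 0.05. The study's threshold, a fold change over 2 with an unadjusted p under 0.05, was also applied to the limma test. The methods name a Student test, which was run as an alternative because limma suits groups of 3. All samples entered each fit, and the number of arrays limits the precision.

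The circRNAs that the study lists as bound by HuD, after immunoprecipitation of tagged HuD from other mice, were tested as a list. Only membership and the annotation of each circRNA (name, host gene, class, position and probe sequence) were taken from that list. The list as used holds 658 circRNAs, fewer than the study's text gives, and the remainder is not analysed here. The test was limma's camera with a preset inter-gene correlation of 0.01, beside camera with an estimated correlation and fry. Camera compares the list with the other probes, whereas fry asks whether the list itself changed, without reference to the other probes. Probes with a missing value were left out of these set tests. The list's median change was also set against 10000 random lists of the same size matched on mean signal in 50 bands. The class of circRNAs in the deposited tables was compared between directions with Fisher's exact test, two-sided. The fit was tested on simulated data made from the means and spreads of the HuD KO against WT comparison, over 13338 probes. Of 200 probes changed by known amounts, 149 (74.5%) were called, all 149 with the true sign, and 14 of the unchanged probes were called, which is 8.59% of the calls. The simulated probes were independent and few of them changed. No scan effect, trend with signal or scaling between arrays was simulated, so these rates need not hold for the real comparison.

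Host genes, classes and positions of circRNAs come from the deposited tables or, for circRNAs not in them, from the study's list of HuD-bound circRNAs. They cover 22.7% of the tested probes, so no check of GC content or length over all probes was possible. The deposited tables state neither the genome build nor whether starts are counted from 0 or 1. Of 1826 exonic circRNAs whose host gene was found in a GRCm38 gene table, 1821 (99.7%) lay inside the span of that gene on the same chromosome. Of 1848 host gene symbols, 1801 were found in that table as a symbol or synonym.

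The circRNAs named were fixed by a rule before the data were examined. They are the 5 largest rises and 5 largest falls among probes with an adjusted p under 0.05 that were well above background on all 6 arrays, were not saturated, and had all 3 HuD KO arrays on one side of all 3 WT arrays. To these a fixed list was added, made of circRNAs of 5 host genes that the study names as bound and changed, HuD-bound circRNAs of other host genes it examines singly, and its negative control for binding. Some circRNAs that meet the rule are not reported here. The study chose the 5 host genes partly on these samples. Any probe annotated to Elavl4 was also to be named; 0 probes were annotated to it in the tables used, so the targeted gene is not analysed here.

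Alternatives covered the scaling between arrays, the background correction, the filter, the test, array weights, the replicate number as a block, and leaving out each array in turn. The plan named the mean spot intensity for normexp (offset 50); the median spot intensity was used in its place, and the mean is not analysed here. Scaling on spike-in controls was not run, because the spike-in spots lay near background, and leaving out saturated probes was not run because there were none. Scan was not fitted as a fixed block, because 0 of the 3 scans held arrays of both groups. Scaling on 14 circRNA control probes, quantile normalization of the uncorrected intensity, the 75th percentile over all spots not typed as controls, and scan as a random block (duplicateCorrelation) were added after the data were seen. Principal components were taken over probes with no missing value. Figures were drawn with matplotlib 3.10.9.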

Results

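To examine how loss of HuD changes circRNA levels in the mouse striatum, circRNA arrays from 3 HuD KO mice and 3 WT littermates were compared. Between 84.0% and 96.7% of the 14236 circRNA probes were well above background on an array, with the lowest share on HuD KO replicate 1. The 75th percentile of the corrected intensity lay between 181 and 277 on the HuD KO arrays and between 143 and 164 on the WT arrays. A total of 11834 probes (83.1%) were well above background on all 6 arrays.

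The 6 arrays came from 3 scans, and no scan held both groups. All 3 WT arrays shared a scan, HuD KO replicates 1 and 2 shared another, and HuD KO replicate 3 was scanned on its own. Across probes, which are not independent replicates, the correlation between arrays ranged from 0.969 to 0.993 within groups and from 0.835 to 0.891 between groups. The first principal component held 87.0% of the variance and separated the groups, with scores from -83.1 to -53.4 in HuD KO and from 63.6 to 75.4 in WT. The second component held 6.46% and set HuD KO replicate 3 (39.9) apart from HuD KO replicates 1 (-22.5) and 2 (-10.4).

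**Figure D1:**
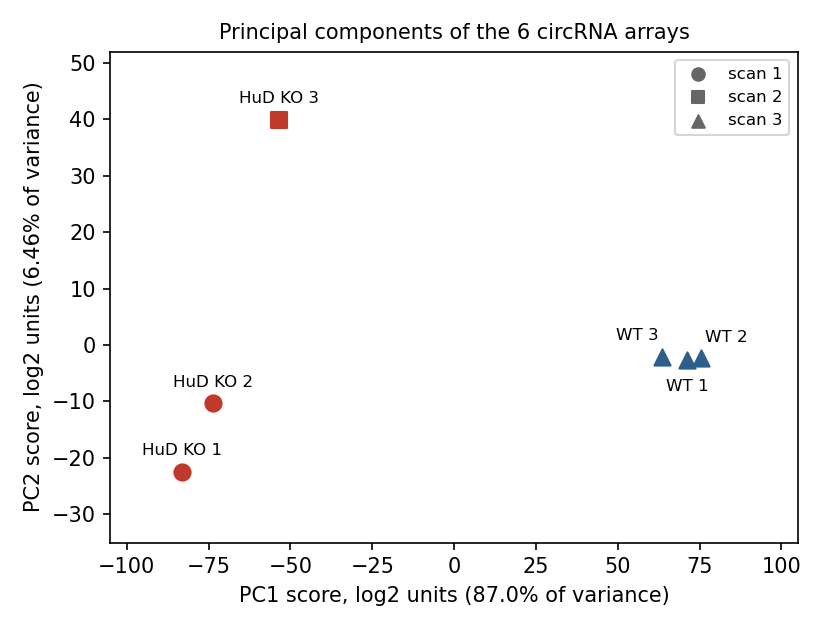
Scores of the 6 arrays on the first (horizontal) and second (vertical) principal component of log2 values scaled to the 75th percentile; red points are HuD KO, blue points are WT, and marker shapes are scans. HuD KO arrays sit between -83.1 and -53.4 and WT arrays between 63.6 and 75.4 on the first component.

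Of 13445 probes tested with limma, 8519 (63.4%) differed between HuD KO and WT at a Benjamini-Hochberg adjusted p under 0.05. Of these, 4997 were lower and 3522 (41.3%) were higher in HuD KO. The median absolute change was 0.69 on the log2 scale, against a median SD between replicates of 0.22 in HuD KO and 0.16 in WT. In 9349 probes (69.5%) all HuD KO arrays lay on one side of all WT arrays, where chance would give 10%. The alternative that moved the number of calls most was scan as a random block, which was chosen after the data were seen and gave 6631 calls. With that block the difference between genotypes is estimated from 2 scans of HuD KO arrays against 1 scan of WT arrays.

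The split of calls by direction depended on how arrays were scaled to each other. Higher calls made up 54.8% of all calls after quantile normalization, 52.2% after median scaling and 67.7% with no scaling. When arrays were scaled on the 14 circRNA control probes, an alternative added after the data were seen, higher calls made up 6.73%. The median log2 change over all tested probes was -0.11 in the main values, 0.12 after quantile normalization, 0.09 after median scaling, 0.41 with no scaling and -0.89 with scaling on the control probes.

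At the study's threshold, a fold change over 2 and an unadjusted limma p under 0.05, 3289 probes were lower and 1268 probes were higher in HuD KO. Of these, 3272 and 1267 also passed an adjusted p under 0.05. With normexp background correction in place of the scanner software's correction, 1106 probes were lower and 629 were higher at the same threshold. The change depended on signal. In the dimmest decile of probes, the median log2 change was -1.58 and 65.9% were lower at the threshold. In the brightest decile, the median change was 0.49 and 13.6% were lower while 21.7% were higher. Restricting the test to probes well above background on all 6 arrays left 2033 lower and 1216 higher probes. This filter also removes probes that fall to background in HuD KO, so the smaller number of lower probes is partly built in.

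**Figure D2:**
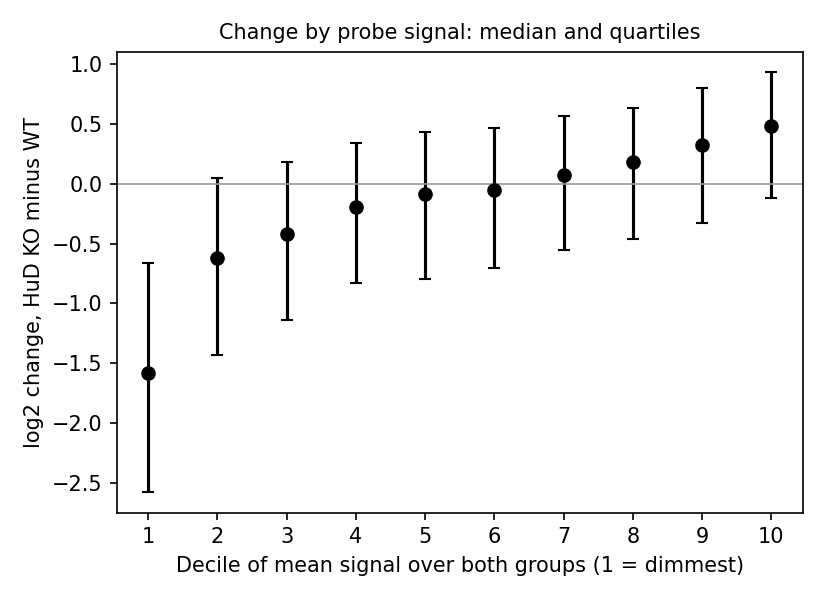
Log2 change of HuD KO minus WT (vertical axis) for 10 groups of probes of rising mean signal (horizontal axis); points are medians over probes and bars span the quartiles. The median runs from -1.58 in the dimmest group to 0.49 in the brightest.

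The authors' deposited tables list 1348 circRNAs lower and 1140 circRNAs higher in HuD KO. The lower circRNAs in the authors' deposited table come from 1163 host genes and the higher ones from 774, and 89 host genes have circRNAs in both. Of the 2482 deposited circRNAs that were tested, all 2482 changed in the deposited direction in the main values. Of the deposited lower circRNAs, 1346 were called lower, and of the deposited higher circRNAs, 1134 were called higher.

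The circRNA classes differed between the directions. Exonic circRNAs made up 66.0% of the lower and 83.2% of the higher circRNAs in the authors' deposited tables. Classes other than exonic held 458 lower and 191 higher circRNAs, against 890 lower and 949 higher exonic ones, an odds ratio of 2.56 (95% confidence interval 2.10 to 3.12; Fisher's exact test, two-sided, p = 5.75e-23). Intergenic circRNAs numbered 72 among the lower and 7 among the higher, and antisense circRNAs 56 and 6. Counting each host gene once, by its circRNA with the smallest deposited p, the odds ratio was 2.55 (p = 1.16e-14 by Fisher's exact test). The circRNAs were selected on these same arrays, and circRNAs of 1 host gene are not independent.

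Among the largest falls were circRNAs of Fam135a, Hic2, Igsf21 and Zfp12; positions here and below are as deposited, with the genome build not stated. In Fam135a, mmu_circRNA_19765 (chromosome 1, 24020674 to 24086611, exonic) fell from 4.26 ± 0.34 in WT (SD, n = 3) to -2.35 ± 1.14 in HuD KO (SD, n = 3), in log2 intensity relative to the 75th percentile of the array. That is a log2 change of -6.61 with an SE of 0.51 and a limma adjusted p of 5.59e-05. Levels on the HuD KO arrays were -3.21, -2.79 and -1.05, so replicate 3 fell least. The log2 change was -6.20 in Hic2, -5.81 in Igsf21 and -5.47 in Zfp12, with limma adjusted p-values between 2.45e-05 and 9.83e-05. These 4 circRNAs stayed called lower under each of 23 alternatives.

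Among the largest rises were 2 circRNAs of the unnamed locus XLOC_023637 and circRNAs of Strbp and Pgm2l1. mmu_circRNA_42789 of XLOC_023637 (chromosome 8, 35806707 to 35812434, exonic) rose from -0.77 ± 0.45 to 2.46 ± 0.23 (SD, n = 3 in each group). The log2 change was 3.22 with an SE of 0.24 and a limma adjusted p of 5.18e-05. mmu_circRNA_42790 of the same locus rose by 2.83, and the circRNAs of Strbp and Pgm2l1 rose by 2.81 and 2.78, with limma adjusted p-values of at most 9.26e-05. These 4 circRNAs stayed called higher under each of 23 alternatives.

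The study asked whether circRNAs bound by HuD change when HuD is absent. The list of bound circRNAs used here holds 658, fewer than the study's text gives, and 657 of them were tested. Their median log2 change was 0.37 (mean 0.26), while the other tested probes had a median of -0.15 (mean -0.35), a difference of 0.52 toward higher levels in HuD KO. The list differed from the other probes by limma's camera with a preset correlation (p = 3.99e-07) and by fry (p = 0.00170), but not by camera with the correlation estimated from the data at 0.05 (p = 0.0702). HuD-bound circRNAs were brighter than the other probes, with a mean level of 0.48 against -1.23. Random lists matched on signal had a median change of 0.18, so the larger part of the difference from the other probes goes with signal. The list's median of 0.37 lay above all 10000 such lists, whose medians fell between 0.11 and 0.27 in the central 95%. Of the list, 280 probes (42.6%) were called higher and 92 (14.0%) were called lower, against 25.4% and 38.4% of the other probes. These counts and the sign of the list's median depend on the scaling. With scaling on the control probes, 612 of all tested probes were called higher, against 3522 in the main values. Quantile normalization reduced the difference to 0.20.

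In the authors' deposited tables, 19 of the lower circRNAs (1.41%) and 71 of the higher circRNAs (6.23%) are on the HuD-bound list, which makes up 4.62% of the circRNA probes of the array. Counted by host gene in the authors' deposited tables, 63 host genes of lower circRNAs and 113 host genes of higher circRNAs also give rise to a HuD-bound circRNA.

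For 5 host genes that the study names as bound by HuD and lower in HuD KO, 9 circRNAs had been fixed for inspection. They were chosen partly on these samples, so that their change is not independent evidence. In all, 6 were called lower and 3 higher. In Brwd1, the log2 change was -2.35 (SE 0.22, limma adjusted p 9.53e-05) for mmu_circRNA_30123 and -1.77 (SE 0.18, limma adjusted p 0.000133) for mmu_circRNA_30129, of which only mmu_circRNA_30129 is listed as HuD-bound. mmu_circRNA_34414 of Map1a (chromosome 2, 121298596 to 121299046, exonic) fell from 6.95 ± 0.17 to 2.64 ± 0.47 (SD, n = 3 in each group), a log2 change of -4.30. mmu_circRNA_36029 of Lppr4 (named Plppr4 in the gene table; chromosome 3, 117325789 to 117335591, exonic) changed by -2.27 (SE 0.24, limma adjusted p 0.000165).

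The circRNAs of Foxp1 and Magi1 moved in both directions. In Foxp1, mmu_circRNA_40615 (chromosome 6, 99260344 to 99308438, exonic) fell from 4.71 ± 0.17 to 1.01 ± 0.33 (SD, n = 3 in each group), whereas mmu_circRNA_40607 (chromosome 6, 99075853 to 99163029, exonic) rose by 1.29 (SE 0.29, limma adjusted p 0.00590). All 3 Foxp1 circRNAs inspected are on the HuD-bound list. mmu_circRNA_40606 of Foxp1 rose by 0.48 with a limma adjusted p of 0.0369, and this call was lost under 13 of 23 alternatives, with adjusted p-values from 0.00208 to 0.182. In Magi1, mmu_circRNA_19425 (chromosome 6, 93792345 to 93815828, sense overlapping) fell by 2.56 on the log2 scale (SE 0.24). The HuD-bound circRNA of Magi1, mmu_circRNA_40577, rose by 1.06 (SE 0.15, limma adjusted p 0.000533). With scaling on the control probes, mmu_circRNA_40607 and mmu_circRNA_40577 remained higher in HuD KO but were not called, and mmu_circRNA_40606 changed sign to -0.30, against a median of -0.89 over all probes in that setting.

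**Figure D3:**
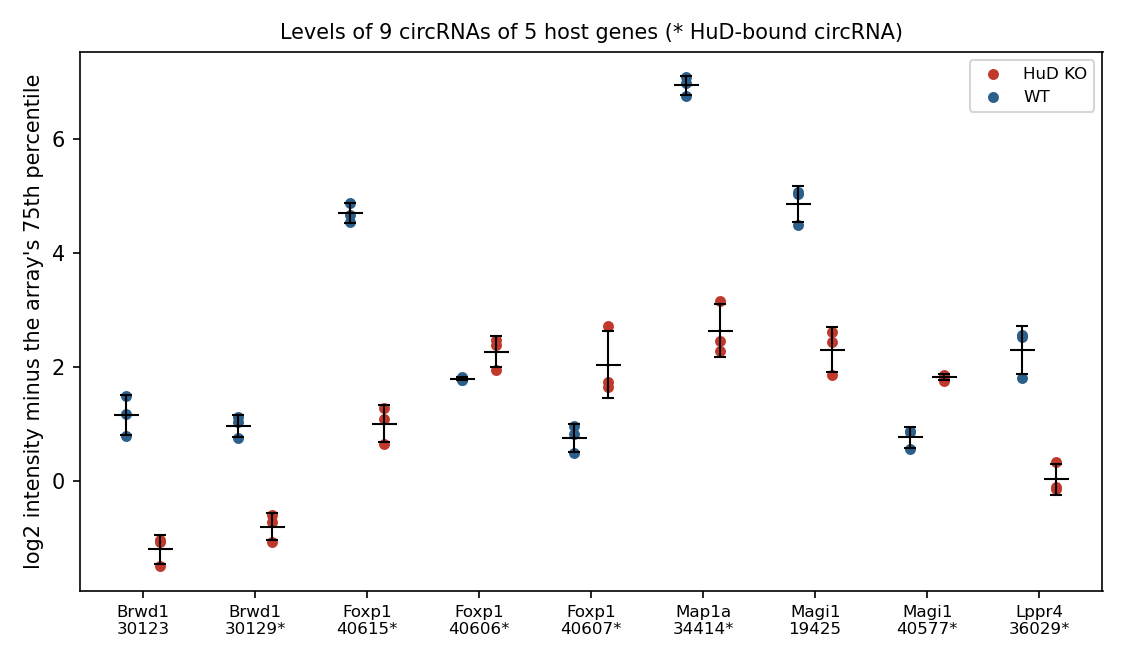
Log2 intensity relative to the 75th percentile of the array (vertical axis) for 9 circRNAs of Brwd1, Foxp1, Map1a, Magi1 and Lppr4 (horizontal axis, by the number in their identifier); dots are arrays, bars are means with SD (n = 3), and asterisks mark circRNAs on the HuD-bound list. 6 circRNAs are lower and 3 are higher in HuD KO, where scaling on the control probes puts 1 of these 3, mmu_circRNA_40606 of Foxp1, at -0.30.

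HuD-bound circRNAs of other host genes that the study examines singly also differed in direction. The 4 Homer1 circRNAs were higher in HuD KO, by between 0.56 (mmu_circRNA_26706) and 1.27 (mmu_circRNA_19101) on the log2 scale. The call for mmu_circRNA_26706, at a limma adjusted p of 0.0388, was lost under 10 of 23 alternatives, and its change was -0.23 with scaling on the control probes; under that scaling none of the 4 was called. mmu_circRNA_32914 of Upf2 changed by -1.99 (SE 0.30, limma adjusted p 0.000782), and mmu_circRNA_013998 of Creb1 by -0.74 (SE 0.18, limma adjusted p 0.00732). The Upf2 circRNA stayed called lower under each of 23 alternatives, but the size of its fall depended on the processing. It ranged from -2.77 with scaling on the control probes to -0.48 with normexp and quantile normalization. The study's negative control for binding was taken to be mmu_circRNA_001946, a circRNA antisense to Cdr1 (chromosome X, 61183247 to 61186174). It changed by -1.35 (SE 0.24, limma adjusted p 0.00180). With no scaling the Creb1 circRNA (-0.22) and the circRNA antisense to Cdr1 (-0.83) were lower without being called. Over the 16 circRNAs of the fixed list, 16 were called over all probes and 16 when adjusted over the list alone, where the circRNAs chosen on these samples are not independent evidence. Of the 16, 9 were lower and 7 higher in HuD KO.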

Values the study reported

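The study reported 670 circRNAs that interact with HuD, from 500 host genes, at a fold change over 1.5. In HuD KO striatum it gave 1162 circRNAs as downregulated at a fold change over 2. Comparison with HuD overexpression and with the bound circRNAs left 5 circRNAs common to all the datasets.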

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

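The comparison of circRNA control probes with catalogue-type probes was chosen after these results were seen; the tests against signal-matched lists and against other scalings were set before their results were seen.

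The array carries 14 probes named as circRNA controls, with 10 spots each. They were not among the circRNA probes compared, and set the scale alone only in the alternative that scales on them. The 75th percentile over all spots not typed as controls also took them in. Their signal was higher in HuD KO than in the WT controls. Relative to the 75th percentile of the circRNA probes, their mean log2 level was 4.54 ± 0.25 in HuD KO and 3.75 ± 0.06 in WT (SD, n = 3 in each group), and the median log2 change was 0.67. All 14 were higher in HuD KO, and in 11 of them every HuD KO array lay above every WT array. An exact permutation test of 3 against 3 arrays cannot give a p below 0.1.

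The scaling between arrays does not account for the whole rise: over 4 other scalings that do not use these probes, the smallest median change was 0.30, after quantile normalization. Bright circRNA probes in general moved the same way. Random lists of circRNA probes matched on signal had a median change of 0.54, and the control probes lay at percentile 74.95 of 10000 such lists. Their rise may therefore be part of the trend of all bright probes. Scan and genotype cannot be told apart, since no scan held both groups. With scan as a random block, 6631 of the circRNA probes were called in place of 8519. A biological difference between genotypes stays open and was not tested for these probes, whose targets are not stated in the files.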

How the results depend on the processing

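Scaling on the 14 circRNA control probes, quantile normalization of the uncorrected intensity, the 75th percentile over all spots not typed as controls and scan as a random block were chosen after the data were seen.

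The number of probes called at an adjusted p under 0.05 stayed within 1.5 times of 8519 under all 24 alternatives, from 6631 (scan as a random block) to 9945 (array weights). No probe called in the main values was called in the opposite direction, except 26 after quantile normalization and 3 after quantile normalization of the uncorrected intensity. With the 75th percentile over all spots not typed as controls, as the plan worded it, 3749 probes were called higher and 4832 lower, and 3193 were lower and 1401 higher at the study's threshold. The methods' test called 7541 probes after Benjamini-Hochberg adjustment and 8439 at an unadjusted p under 0.05. The counts at the study's threshold (3289 lower, 1268 higher) moved more. They were 1106 and 629 with normexp and the 75th percentile, 865 and 490 with normexp and quantile normalization, and 2019 and 3412 with no scaling. With scaling on the control probes, they were 6202 lower and 169 higher. Higher probes numbered 1909 after quantile normalization, 1958 after median scaling and 2842 at a 1.5-fold threshold. Lower probes numbered 2033 when only probes well above background on all 6 arrays were tested, and 1402 after quantile normalization of the uncorrected intensity. Normexp adds an offset of 50 to every intensity, which shrinks the fold changes of dim probes, and scaling by 1 value per array shifts the changes of all probes alike. The filter on all 6 arrays removes probes that fall to background in HuD KO. Apart from these, the causes were not tested.

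Arrays with the same replicate number did not deviate together (correlations across probes of -0.01, -0.03 and -0.08), so they share only a number. With the replicate number as a block, 7916 probes were called, 3245 were lower and 1259 higher at the study's threshold, and the HuD-bound list differed from the other probes by 0.51. Leaving out each array in turn gave between 7086 and 9170 calls.

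The HuD-bound list lay above the other probes under all 25 alternatives that use its own circRNAs, by 0.19 to 0.56, and was past the threshold under 24. The exception was camera with the estimated correlation, where the difference was the same 0.52 and p was 0.0702. Several alternatives could not move the difference and so are no support for it. Scaling by 1 value per array shifts all probes alike, and another test on the same changes leaves it as it was. Quantile normalization could move it. The difference was then 0.20, 0.19 with normexp, and 0.23 on the uncorrected intensity. The exonic part of the list was counted by camera with the preset correlation (p = 3.80e-07). With the estimated correlation it was not past the threshold either (camera, p = 0.0598). The count of 24 therefore does not show that the result holds whichever correlation is used. It also includes fry and scan as a random block, which was tested with fry, and fry does not compare the list with the other probes. A further alternative took all annotated probes of the bound host genes; the probes it adds are annotated only in the authors' deposited tables of changed circRNAs, so its difference of 0.58 is no support for the result. The methods' test has no list test and was not run for it. The odds ratio of class by direction was 2.55 with host genes as the unit and stayed above 1 at a deposited fold change of 4 or more (95% confidence interval 1.02 to 4.14), both past the threshold.

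For the 26 circRNAs that met the naming rule, 596 of 598 values over 23 alternatives kept the direction and 568 also kept the call. The sign changed only with scaling on the control probes, for mmu_circRNA_40606 of Foxp1 (-0.30) and mmu_circRNA_26706 of Homer1 (-0.23). Relative to the median of all probes under that scaling, they stood at 0.59 and 0.67. Signal over background limits the dimmest probes: the median circRNA spot was between 4.32 and 7.53 times its local background, and 83.1% of probes were well above background on all 6 arrays.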

Other observations

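Chosen after the results were seen were the tests of dim signal for the number of changed probes, of scan, of mislabelled arrays, and of linear RNA for the catalogue-type control probes; the other tests were set before their results were seen.

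The number of probes lower in HuD KO at the study's threshold was 3289 here. That is higher than the value quoted from the study above. The authors' deposited table lists 1348 such circRNAs from 1163 host genes. Processing moves this count: quantile normalization of the uncorrected intensity, which the deposited raw values equal, gave 1402 lower probes, and normexp with the 75th percentile gave 1106. The first of these was chosen after the data were seen. The study words its value as a number of circRNAs. It lies close to the number of host genes in the deposited table, and whether it counts those is not settled here.

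Most circRNA probes differed between HuD KO and WT, and several technical explanations were tested for this. At least 7900 probes were called under each of 5 other scalings, against 8519, which argues against the scaling as the cause. In the brighter part of the probes that were well above background on all 6 arrays, 62.6% were called, so dim signal does not account for the number. All 6 arrays correlated best with an array of their own group. For HuD KO replicate 3 that match (HuD KO replicate 2, correlation 0.974) lay on another scan, which argues against a mislabel of that array. For every other array the match shared its scan, so a mislabelled array could match all the same. An exchange of both whole groups was not tested, since no probe of Elavl4 could be identified in the tables used. Among 656 HuD-bound probes with known sequence, 339 were called after a GC trend was removed from each array. A separate fit of these probes alone, with each array centered on their median and no GC trend removed, called 341, with 317 in common; its calls are not those of the fit over all probes. Only 1 of 10 splits of the arrays into 3 and 3, the real one, gave as many calls, and the largest number in any other split was 0 (270 at an unadjusted p under 0.05). The same held for the lower probes, the higher probes and the HuD-bound list, each with 1 of 10 splits. Because 10 splits cannot give a share under 0.1, chance cannot be excluded by this count.

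Scan and genotype remain open and cannot be told apart, because each scan held arrays of a single group. HuD KO replicate 3, scanned apart from HuD KO replicates 1 and 2, differed from them along the direction in which HuD KO differed from WT. Across probes, which are not independent, the correlation was -0.37, so that HuD KO replicate 3 lay nearer to WT. The size was smaller: 6.47% of probes differed by over 2-fold between HuD KO replicate 3 and the mean of the other HuD KO arrays, against 34.0% between HuD KO and WT. With scan as a random block the consensus correlation within scans was 0.35 and 6631 probes were called. The difference may thus hold a part that goes with the scan or with the preparation of the RNA, beside any effect of the genotype.

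A group of 50 control probes with catalogue-type names, whose targets the files do not state, was lower in HuD KO. The median log2 change was -2.05, 47 of 50 were lower, and in 41 every HuD KO array lay below every WT array. Dim signal does not account for this: the median lay at percentile 0 of 10000 random lists of circRNA probes matched on signal, whose medians centered on -0.54. A candidate explanation is that less linear RNA was left after RNase R digestion in the HuD KO samples, if these probes detect linear transcripts. It would lower them and not the circRNA control probes, and the median change of the catalogue-type probes minus that of the circRNA control probes was -2.71. This difference is made from medians that had already been seen and that prompted the explanation, so it is no independent test of it. Part of it goes with signal, since circRNA lists matched to the catalogue-type and the circRNA control probes had medians of -0.54 and 0.54. A further 14 control probes with custom-type names were all lower, with a median change of -1.53. The 15 probes with negative-type names sat near background, with 21.8% of their spots well above it, so that their median change of -0.65 cannot be read as a fall. The scaling lowers all these differences alike, as the median change over the circRNA probes was 0.41 with no scaling and -0.11 in the main values. Without the probes' targets this stays a hypothesis, and a change of the transcripts themselves in HuD KO, or of the scan, is equally open.

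The same explanation was tested on the classes of circRNAs, since non-exonic circRNAs made up more of the lower than of the higher circRNAs in the authors' deposited tables. Dim signal did not remove the difference: within 5 bands of mean signal the Mantel-Haenszel odds ratio was 2.44 (95% confidence interval 2.01 to 2.96). Among HuD-bound probes, which were listed on other samples, the median change of 84 non-exonic probes was -0.16 relative to 573 exonic ones (permutation test with 100000 resamples, two-sided, p = 0.103). The direction is the one that left-over linear RNA would give, but a difference this large also arises by permutation, so the test leaves the explanation open. A biological difference between classes in HuD KO is open as well and was not tested.

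HuD-bound circRNAs were higher, not lower, than the other probes in HuD KO. The larger part of the difference goes with their brighter signal: lists matched on signal had a median change of 0.18, against -0.15 in the other probes. On these arrays and in the main values signal does not account for all of it. The list's median of 0.37 lay at percentile 100 of 10000 such lists. Their spread is over probes and not over mice, and the matching was not repeated under other scalings. The non-exonic part of the list, with 84 probes, lay at percentile 42.9 of its matched lists, and the exonic part at percentile 100; the difference between the parts is the one tested above. Neither test separates the scans from the genotypes.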
